A study of Mus musculus with 6 samples. Its data were reported in "IRX2 regulates angiotensin II-induced cardiac fibrosis by transcriptionally activating EGR1 in male mice" (2023).

How the data were processed

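RNA was measured by sequencing in 6 cultures of adult mouse cardiac fibroblasts (CFs), the matrix-producing cells of the heart. The cells carried an adenovirus with Irx2, a homeobox transcription factor, or with Gfp, a fluorescent protein that serves as the control, and were then given angiotensin II (Ang II), a peptide hormone that drives fibrosis, for 24 h. The labels gave 3 libraries in the GFP group and 3 in the IRX2 group, and the study describes them as independent biological replicates. The genotype label of the IRX2 libraries says knockdown, whereas the series design and the study describe overexpression, so the groups are called the libraries labelled GFP and IRX2.

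The authors extracted total RNA, prepared libraries with a NEBNext Ultra kit, which does not mark strand, and sequenced paired-end reads on an Illumina HiSeq. They removed low-quality reads with FASTX-Toolkit, aligned the rest to mm10 with HISAT2 and tested genes with DESeq2; the counting tool, its strand setting and the annotation release are not given in the sources used here. The authors deposited a table of raw read counts per gene and of FPKM values per gene, with gene coordinates. In each library the deposited FPKM equalled the count divided by gene length and by the total, times 1 constant between 0.937 and 1.04, so the FPKM values hold no information beyond the counts and served only as an alternative scale. The table held 52636 genes, of which 52403 have their identifier in GENCODE M21 and 49909 also the same start and end. That annotation and its transcripts gave GC content and exon overlap. All coordinates are those of the deposited table, in mm10.

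The counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter and the quasi-likelihood test, two-sided, with the group as the only term. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.01 and a fold above 1.1 in either direction, which are the thresholds of the study. CPM values use the same TMM factors, and intervals are 95% intervals of the fitted log2 fold change. For the genes called by this test, the number whose 3 IRX2 values lie all above or all below the 3 GFP values is also given. A value of 0 counts allows up to 3 counts. Intervals and such floors cover counting error and the spread between these libraries, and PCR duplicates were not removable from counts.

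Totals ran from 13307650 to 16481169 counts in the GFP libraries and from 18628753 to 23820990 in the IRX2 libraries. At that depth, tests on simulated counts, drawn for 15948 genes, of which 15576 passed the filter, from the means and library sizes of this comparison with 200 changed genes, recovered 4.08% of genes changed 1.25-fold, 31.2% at 1.5-fold, 61.2% at 2-fold and 93.6% at 4-fold. In the same simulation 4 unchanged genes were called. With only 200 genes changed, the adjusted p set a stricter cutoff than in these data, where 4572 genes were called. The recovery percentages may therefore be too low for these data. A simulated rise of 1 random gene list was found by the list test, and 0 of the other random lists passed.

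Before the data were examined, 32 gene lists, the genes to be named and the alternatives were fixed. The study's own report on these libraries was known then, and several lists hold genes that it had named as raised in them. The lists covered collagens, matrix glycoproteins, contractile genes, matrix proteases, TGF-beta and Smad signalling, PDGF and FGF signalling, Wnt signalling, immediate early genes, the EGR1 targets the study assayed, the IRX2-bound candidates the study kept, adhesion genes, integrins, the other Iroquois genes, fibroblast identity genes, interferon response, cytokines and chemokines, complement, cell cycle, p53 targets, unfolded protein response, cholesterol synthesis, glycolysis, the angiotensin pathway, markers of cardiomyocytes, endothelium, leukocytes, pericytes, Schwann and nerve cells, epithelium and mesothelium, and adipocytes, mitochondrially encoded genes and ribosomal protein genes. Lists were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the 32 lists, at a threshold of 0.05. Camera with an estimated correlation and fry were run beside it. For each list the number of changed members is also given with p adjusted over the list alone. The genes named were fixed ones (the Iroquois genes, Egr1 and genes of fibrosis), the 10 largest rises and falls among changed genes with a mean of at least 100 counts and separated groups, the 5 smallest p in each direction, and up to 2 members per list and direction with the smallest p, without predicted genes and genes that overlap another expressed gene over more than 10% of their exonic bases. Genes outside this rule were chosen after their values were seen, and are marked so. Some genes that the rule names are not reported here.

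The alternatives changed the size factors (RLE, upper quartile or none), the filter, the test (limma-voom, DESeq2 1.42.0, or limma on log2(FPKM + 1) and log2(FPKM + 0.1)), the thresholds (including glmTreat) and the covariates (the replicate number as a block), left out each library, or left out Irx2 or noncoding genes. Thinning of all libraries to equal depth and a GC content correction were added after the data were seen. The correction removed each library's lowess trend (span 0.3) of log2 CPM deviation against transcript GC content as an offset; it also removes any biological change that follows GC content. With only the GC trends of these libraries simulated, 3 genes were called without the correction and 1 with it, over the 15948 tested genes. No gene truly changed there, so the adjusted p set a stricter cutoff than in these data. That simulation therefore does not show how many calls the GC trends add here. Of simulated genes changed 2-fold or 4-fold, 75.5% were recovered after the correction. Vector sequences and an uninfected culture were not analysed here.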

Results

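The data comprised 6 RNA-seq libraries of mouse CFs under Ang II for 24 h, 3 labelled GFP and 3 labelled IRX2. Total counts were 16481169, 15198697 and 13307650 in GFP replicates 1 to 3 and 18628753, 21917697 and 23820990 in IRX2 replicates 1 to 3. The IRX2 libraries were thus 1.43 times deeper on average (two-sided exact permutation p = 0.1, the smallest that 3 against 3 can give). Pearson correlations of log2 CPM lay between 0.987 and 0.997 within a group and were at least 0.963 across groups, and no pair of libraries agreed within sampling noise (chi-square per degree of freedom of at least 3.13). The first principal component, with 75.4% of the variance, parted the groups, and the second, with 14.8%, set GFP replicate 3 apart at -21.8 from the other GFP libraries at 14.2 and 11.8. In GFP replicate 3 the chemokine gene Cxcl1, whose product attracts neutrophils, stood at 839 CPM, and at 9.52 and 21.0 CPM in the other GFP libraries. Cxcl1 was chosen after its values were seen.

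The design asks how CFs given Irx2 differ from CFs given Gfp under the same Ang II exposure, so Irx2 itself came first. Irx2 (ENSMUSG00000001504, a protein-coding gene at chromosome 13, 72628820 to 72634198) had 11, 7 and 11 counts in the libraries labelled GFP and 26, 26 and 44 in those labelled IRX2. This was 0.677 ± 0.188 CPM against 1.42 ± 0.306 CPM (SD, n = 3 each), a log2 fold change of 1.08 (SE 0.31, 95% interval 0.39 to 1.78). The edgeR adjusted p of 0.0180 missed the threshold of 0.01, although all 3 IRX2 libraries lay above all 3 GFP libraries. Without a count filter it was 0.00772, and over all alternatives it ran from 0.00772 to 0.0801. After the GC content correction the log2 fold change was 0.86, with an adjusted p of 0.0571. The value is higher where the genotype label says knockdown, and no direction below rests on that label. Irx1 rose by a log2 fold change of 1.06 (adjusted p = 0.00374), which was 0.67 with an adjusted p of 0.0203 after the GC content correction, and its call was also lost without GFP replicate 2 (0.0148) or IRX2 replicate 1 or 2 (0.0173 each). Irx3 and Irx5 did not pass, at 0.05 and 0.28, or -0.36 and -0.18 after the GC content correction. Irx4 had 0 counts in each GFP library, where up to 3 are allowed, and 1, 2 and 3 in the IRX2 libraries, and Irx6 had 0, 1 and 0 against 4, 0 and 2. Of the other Iroquois genes, 3 of 5 could be tested, and 1 rose, 0 fell and 2 did not pass (1 and 0 adjusted over the list alone, camera adjusted p = 0.423).

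**Figure D1:**
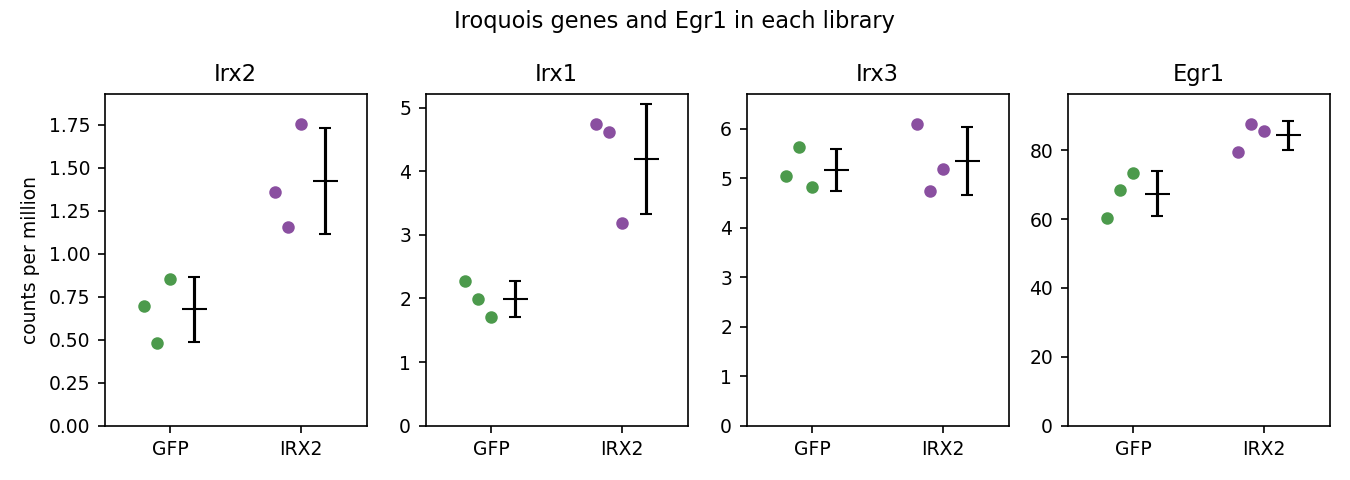
CPM of Irx2, Irx1, Irx3 and Egr1 (y axis, from 0) in each library labelled GFP (green points) and IRX2 (purple points), with the mean and SD of the 3 libraries as a black bar. Mean Irx2 was 0.677 CPM in GFP and 1.42 CPM in IRX2, and mean Egr1 67.4 CPM and 84.3 CPM.

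Many genes differed between the groups. Autophagy gene Atg9b rose from 0.632 ± 0.127 to 26.7 ± 1.22 CPM (SD, n = 3 each), a 42.2-fold change, and the axon guidance receptor Robo3 rose 20.4-fold. On the other side, the cystine transporter Slc7a11 fell by 3.53 on the log2 scale and the glutathione transferase Gsta3 by 2.81. Of 15948 genes tested, 2487 were higher and 2085 lower in the libraries labelled IRX2, 4572 in all, and in each of these the groups were fully separated. Over all tested genes 8776 were separated, or 55.03%, against an expected 10% by chance for 3 against 3. Genes vary together between libraries, so by chance the share can lie far from 10%, and this contrast is no test. More than 2-fold changes were seen in 1192 genes that rose and 432 that fell. Direction also went with abundance. Of 2653 genes with a mean of up to 30 counts, 479 were higher and 136 lower, with a median log2 fold change of 0.19. Of 3976 genes above 1000 counts, 422 were higher and 869 lower, with a median of -0.06. After the GC content correction these medians were 0.18 and -0.07. Protein-coding genes made up 2355 of the higher and 1936 of the lower genes. The smallest adjusted p was 6.18e-08. The balance depends on the scaling: with no composition factor 3402 genes were higher and 1357 lower (71.5% higher, against 54.4%), since that choice shifts the median log2 fold change of all genes to 0.11. Without IRX2 replicate 1 the lower genes numbered 1305, and without IRX2 replicate 2 they numbered 1275.

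The 10 largest rises among well-counted genes were, in log2 fold change, Atg9b (5.40), Fam167a (5.14), Robo3 (4.35), the T-type calcium channel gene Cacna1g (4.32), the noncoding RNA Lncenc1 (4.06), the ubiquitin ligase component Fbxo2 (3.70), the metalloprotease gene Adam33 (3.69), the retinoic acid binding protein gene Crabp2 (3.57), the mesoderm transcription factor Mesp2 (3.54) and Stac2 (3.48). Among the smallest p of the rising genes were also the Notch ligand Jag2 (2.71), the keratin gene Krt80 (2.93) and the fatty acid binding protein gene Fabp3 (3.36). The 10 largest falls were Serpinb2 (-5.45), AL513022.1 (-4.07), Slc7a11 (-3.53), Map7d2 (-3.02), the RNase P RNA Rpph1 (-2.98), the cytokine Il6 (-2.92), the xenobiotic-inducible enzyme Cyp1a1 (-2.87), Gsta3 (-2.81), Pi15 (-2.77) and Fgd3 (-2.66). Catalase (Cat, -1.84) and Klhl5 (-1.80) had some of the smallest p of the falling genes. The falls of Serpinb2 and Il6 leaned on GFP replicate 3: Serpinb2 measured 9.84, 7.35 and 183 CPM in the GFP libraries and 1.51, 1.20 and 1.80 CPM in the IRX2 libraries, and Il6 measured 26.7, 35.2 and 242 CPM in the GFP libraries. Without that library the log2 fold changes were -2.52 and -1.24. The limma-voom adjusted p was 0.108 for Serpinb2 and 0.0417 for Il6, and the calls of both were lost without any 1 IRX2 library, where the adjusted p was 0.0283, 0.0293 and 0.0341 for Serpinb2 and 0.0393, 0.0369 and 0.0397 for Il6. The GC content correction also ended the Il6 call (log2 fold change -2.71, adjusted p = 0.0161).

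The genes that define fibrosis moved in both directions. The fibrillar collagen gene Col3a1 fell from 3045 ± 444 to 937 ± 86.9 CPM (SD, n = 3 each; log2 fold change -1.70, SE 0.11, adjusted p = 6.3e-06). The smooth muscle actin gene Acta2, the marker of myofibroblasts, fell from 3662 ± 417 to 2276 ± 197 CPM (log2 fold change -0.69, SE 0.10, adjusted p = 0.000394). Periostin (Postn) fell by 0.72 and connective tissue growth factor (Ctgf) by 0.55 on the log2 scale. For Acta2 the study reported the opposite by PCR, a rise in mouse CFs given an Irx2 adenovirus and Ang II. It also reported higher Col1 and Col3 mRNA in CFs that overexpressed Irx2 from a transgene under Ang II. The study's primer list gives the same primer pair for mouse Col1 and Col3, so as listed those assays do not tell them apart. Why Acta2 and Col3a1 went the other way in these libraries was not tested. Col1a1, of the most abundant fibrillar collagen, rose by a log2 fold change of 0.52 (adjusted p = 0.00270), which was 0.21 with an adjusted p of 0.0685 after the GC content correction, and its call was lost without IRX2 replicate 1 (0.0148) or 2 (0.0144). Smad3, a TGF-beta signal transducer, rose by 0.59 and the growth factor gene Pdgfb by 1.15.

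Egr1, the transcription factor that the study follows as an IRX2 target, was only modestly higher. Egr1 (ENSMUSG00000038418, protein coding, chromosome 18, 34859823 to 34864984) measured 67.4 ± 6.58 CPM in the GFP and 84.3 ± 4.20 CPM in the IRX2 libraries (SD, n = 3 each). Its log2 fold change was 0.32 (SE 0.08, 95% interval 0.15 to 0.50, adjusted p = 0.00828), higher in 3 of 3 libraries. The call was lost when any 1 library other than GFP replicate 3 was left out, with an adjusted p of 0.0365 and 0.0264 without GFP replicates 1 and 2, and of 0.0142, 0.0391 and 0.0218 without IRX2 replicates 1 to 3. After the GC content correction the log2 fold change was 0.08 with an adjusted p of 0.514, at the end of a range over all alternatives that began at 0.000155.

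The 6 genes that the study assayed as EGR1 targets did not pass as a list, although 3 rose (4 adjusted over the list alone, camera adjusted p = 0.137). Pdgfb rose, as did Timp3, an inhibitor of matrix proteases, by 1.14 (adjusted p = 0.000834), and Pdgfa by 0.31 (adjusted p = 0.00755). Tgfb3 stood at 0.45 (adjusted p = 0.0213), not past the threshold, but it passed with DESeq2, the test of the study (adjusted p = 0.00506), with no composition factor (0.00742) and without a filter (1.4e-07). With 1 library left out its log2 fold change ran from 0.28 to 0.57 without a call, and over all alternatives its adjusted p reached 0.0768. Col1a2, chosen after its value was seen, stood at 0.24 (adjusted p = 0.0382). Timp3 shares 21.3% and Pdgfa 26.1% of their exonic bases with another expressed gene, and their values are uncertain for that reason; the Pdgfa call was also lost after the GC content correction (0.26, adjusted p = 0.0189) and without any 1 library, at adjusted p of 0.0255, 0.0142 and 0.0232 without GFP replicates 1 to 3 and 0.0128, 0.0280 and 0.0197 without IRX2 replicates 1 to 3.

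All 10 genes that the study kept as IRX2-bound candidates rose, 0 fell and 0 did not pass (10 and 0 adjusted over the list alone). The stress gene Gadd45b rose by 0.94 and the adhesion receptor gene Nectin2 by 0.79 in log2 fold change. The study took this list from genes that rose in these libraries and that IRX2 bound in human CFs, so its direction is no independent evidence. The camera adjusted p was 6.13e-05, and the adjusted p was 0.320 with an estimated correlation. After the GC content correction 8 of them were still called, Egr1 and Dusp5 (chosen after its value was seen) not, and without GFP replicate 3 9 rose.

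Among matrix genes, the collagens split: of 19 measured, 5 rose, 5 fell and 9 did not pass (6 and 7 adjusted over the list alone, camera adjusted p = 0.892, with a median of 0.17 and a test direction downward). The GC content correction left 3 higher and 7 lower, with a median of -0.22. Col6a3 (1.21) and Col6a1 (0.60), of the microfibrillar collagen VI, rose, and Col8a1 (-0.59) fell beside Col3a1. Of 28 matrix glycoproteins and crosslinking enzymes 4 rose, 9 fell and 15 did not pass (4 and 9 adjusted over the list alone, camera adjusted p = 0.137). The proteoglycan versican (Vcan, -1.01) and lysyl oxidase (Lox, -0.62) fell, while Smoc2 (1.72) and fibulin 1 (Fbln1, 0.54) rose. The camera adjusted p of this list was 0.0240 without GFP replicate 3, when 3 rose and 11 fell, and 0.0313 after the GC content correction. Contractile genes of myofibroblasts numbered 18, of which 0 rose, 4 fell and 14 did not pass (0 and 2 adjusted over the list alone, camera adjusted p = 0.217), with falls of Acta2 and filamin A (Flna, -0.47). The Flna call was lost without GFP replicate 1 (adjusted p = 0.0123) or 2 (0.0156). Without GFP replicate 3 1 of them rose and 9 fell, with a camera adjusted p of 0.0240. Of 25 proteases and inhibitors 7 rose, 6 fell and 12 did not pass (8 and 6 adjusted over the list alone, camera adjusted p = 0.723, test direction upward and mean -0.07). Mmp15 (1.53) and tissue plasminogen activator (Plat, 0.93) rose, and cathepsin K (Ctsk, -0.35) and Adamts12 (-1.03) fell, the last not without IRX2 replicate 3 (adjusted p = 0.0108).

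Among signalling genes, the Wnt list and the PDGF and FGF list rose by camera with its preset correlation, but neither passed with an estimated correlation. The study had already named several members of both lists as raised in these libraries, such as Wnt7a, Wnt10b, Fgf22 and Fgfr3. The direction of these lists is therefore no independent evidence. Of 29 Wnt ligands, receptors and targets, 17 rose, 3 fell and 9 did not pass (19 and 4 adjusted over the list alone), with a median log2 fold change of 0.83. The ligand gene Wnt7b went from 0.0649 ± 0.0632 to 7.41 ± 0.461 CPM (SD, n = 3 each; 2, 1 and 0 counts in the GFP libraries), and Axin2, a feedback inhibitor and common readout of the pathway, rose by 3.41. Wnt2 (-1.82) and the antagonist Dkk2 (-1.34) fell. The Wnt2 call was lost without GFP replicate 1 (adjusted p = 0.0183) or IRX2 replicates 1 (0.0157), 2 (0.0154) or 3 (0.0117). The camera adjusted p was 0.000613, with an adjusted p of 0.634 with an estimated correlation. Of 19 PDGF and FGF ligands and receptors 8 rose, 1 fell and 10 did not pass (9 and 1 adjusted over the list alone; median 0.45). The receptor gene Fgfr3 (1.54) and the ligand gene Fgf22 (2.14) rose, and Pdgfc (-1.35) fell. The camera adjusted p was 0.0299, but 0.0865 without a composition factor and 0.140 with a minimum mean of 50 counts, and the adjusted p was 0.397 with an estimated correlation. Without GFP replicate 3 8 rose and 3 fell. TGF-beta and Smad genes did not pass as a list: of 26, 3 rose, 8 fell and 15 did not pass (3 and 9 adjusted over the list alone, camera adjusted p = 0.217, and 0.0354 after the GC content correction). Besides Smad3, the latent TGF-beta binding protein gene Ltbp2 rose (0.96), and the receptor gene Tgfbr1 (-0.75) and the ligand gene Bmp4 (-1.26) fell.

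**Figure D2:**
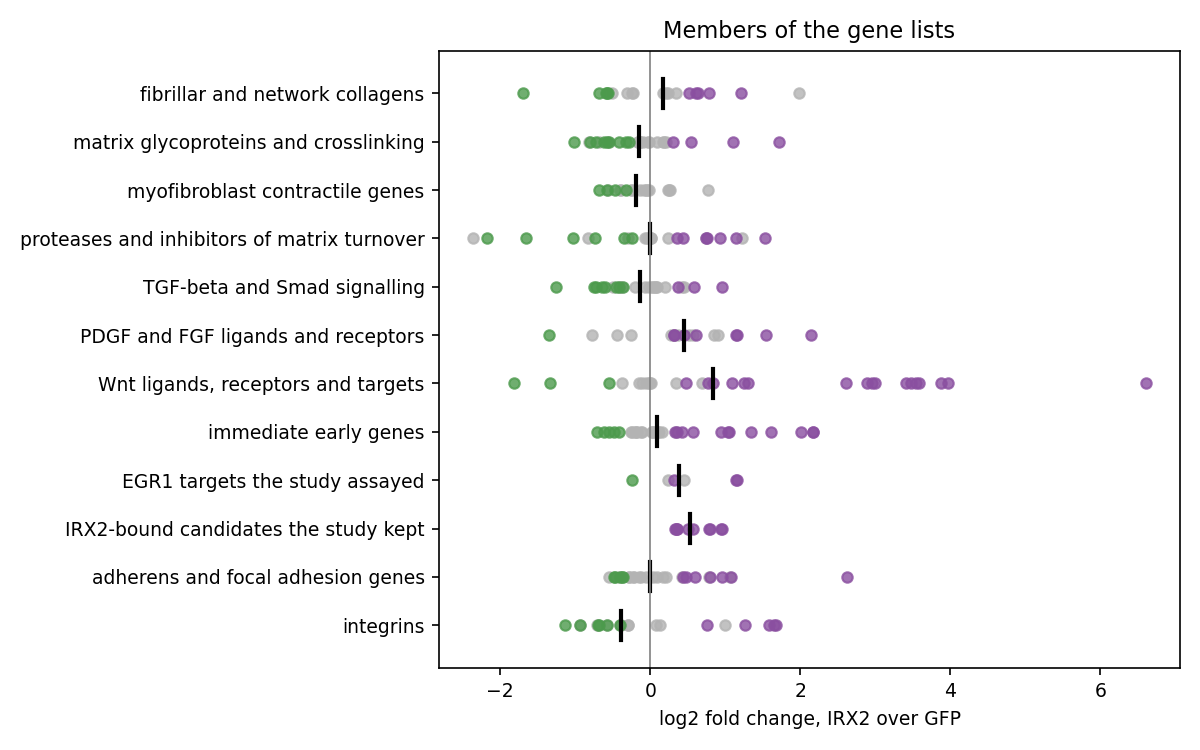
Log2 fold change, IRX2 over GFP (x axis), of each measured member (points) of the 12 lists that bear on the study's question (y axis), in purple for members that rose, green for members that fell and grey for those not past the threshold, with the list median as a black bar. The 10 IRX2-bound candidates lie all above 0, and the integrins and collagens lie on both sides.

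Immediate early genes, which respond within minutes to growth stimuli, went both ways: of 32, 12 rose, 5 fell and 15 did not pass (12 and 5 adjusted over the list alone, camera adjusted p = 0.297). With the GC content correction 10 rose and 10 fell, with a median of -0.04 in place of 0.09 and a test direction downward in place of upward. Arc (2.17) and Gadd45b rose, and Klf6 (-0.72) and Klf2 (-0.61) fell. Of 28 adherens and focal adhesion genes 7 rose, 5 fell and 16 did not pass (9 and 6 adjusted over the list alone, camera adjusted p = 0.861). The P-cadherin gene Cdh3 (2.62) and plakoglobin (Jup, 1.07) rose, whereas N-cadherin (Cdh2, -0.48) and Lims1 (-0.47) fell. Of 21 integrins 5 rose, 6 fell and 10 did not pass (5 and 8 adjusted over the list alone, camera adjusted p = 0.398). Itga3 (1.65) and Itga2b (1.58) rose, and Itgb1 (-0.69), the shared beta subunit of matrix receptors, and Itga4 (-1.14) fell. Identity genes of cardiac fibroblasts showed the same mix, with 2 of 18 higher, 5 lower and 11 not passing (2 and 7 adjusted over the list alone, camera adjusted p = 0.286). Thy1 (1.96) and Pdgfra (0.32) rose, and the epicardial lineage factor Tcf21 (-1.19) and gelsolin (Gsn, -0.95) fell. The Pdgfra call was lost without GFP replicates 1 (adjusted p = 0.0281) or 2 (0.0288) or IRX2 replicates 1 (0.0269) or 2 (0.0232).

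Epithelial and mesothelial markers rose in these fibroblast cultures. Of 13 measured, 10 rose, 0 fell and 3 did not pass (10 and 1 adjusted over the list alone), with a median log2 fold change of 1.88, unchanged when Krt8, with 0 counts in the GFP libraries, is put at its bound. Keratin 19 (Krt19, 2.42) and keratin 18 (Krt18, 4.20) rose. In the GFP libraries 7 of the 13 had a mean of at least 1 CPM, so the GFP cultures too held transcripts of part of the list, from cells that bulk counts do not resolve. The camera adjusted p was 0.000336, and the adjusted p was 0.397 with an estimated correlation. Without GFP replicate 3 12 rose and 1 fell. Upk3b (from 64.3 to 123 CPM) rose, whereas the mesothelial gene Msln stood at 12.5 CPM in the GFP libraries and had a log2 fold change of -0.06. These 2 and Krt8 were chosen after their values were seen.

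Markers of other cell types gave no list past the threshold. For cardiomyocytes 1 of 6 measured rose, 2 fell and 3 did not pass (1 and 2 adjusted over the list alone, camera adjusted p = 0.786), with the natriuretic peptide gene Nppb up by 3.05 and the calcium pump gene Atp2a2 at -0.33 and titin (Ttn) at -1.10, the last not called after the GC content correction at a similar log2 fold change (-0.999, adjusted p = 0.0157). Of 13 endothelial markers 2 rose (Tek, 0.71, and Robo4, 2.55), 2 fell (Flt1, -0.52, and Sox17, -3.27) and 9 did not pass (3 and 2 adjusted over the list alone, camera adjusted p = 0.837). Leukocyte markers had 0 of 15 higher, 2 lower (Ptprc, -0.66, and Laptm5, -0.30) and 13 not passing (0 and 1 adjusted over the list alone, camera adjusted p = 0.137, and 0.0233 after the GC content correction). Of these markers 2 rose and 3 fell without GFP replicate 3, and 0 rose and 5 fell after the GC content correction. Ptprc was not called after the GC content correction (-0.44, adjusted p = 0.0117), and Laptm5 not with no composition factor (0.0533). For pericytes 2 of 7 rose, 0 fell and 5 did not pass (2 and 0 adjusted over the list alone, camera adjusted p = 0.137), and Notch3 (0.65) and Cspg4 (0.91) were not called after the GC content correction (0.32 and 0.59, adjusted p of 0.0543 and 0.0197). Of 9 Schwann cell and neuronal markers 4 rose, 0 fell and 5 did not pass (4 and 2 adjusted over the list alone, camera adjusted p = 0.398; median 0.70, also with Sox10 at its bound). After the GC content correction 2 of these 9 rose and 1 fell. The neural crest factor Sox10 had 0 counts in the GFP libraries and 0.956 ± 0.262 CPM in the IRX2 libraries (SD, n = 3), and Elavl3 rose by 2.48. Adipocyte markers had 2 of 4 higher, 1 lower and 1 not passing (2 and 1 adjusted over the list alone, camera adjusted p = 0.727), with the glucose transporter gene Slc2a4 at 4.97 and Fabp4 at -0.72. Several of these calls were near the threshold and were lost when 1 library or another was left out. Tek and Laptm5 kept about their log2 fold changes then (0.66 to 0.74 and -0.32 to -0.27 where the call was lost). Without GFP replicate 1 the adjusted p was 0.0388 for Ttn, 0.0154 for Tek, 0.0331 for Laptm5, 0.0122 for Cspg4 and 0.0146 for Elavl3. Without GFP replicate 2 it was 0.0127 for Ttn, 0.0254 for Laptm5 and 0.0113 for Notch3. Without GFP replicate 3 it was 0.01003 for Ttn. Without IRX2 replicate 1 it was 0.0193 for Tek, 0.0101 for Ptprc, 0.0180 for Laptm5, 0.0139 for Cspg4 and 0.0227 for Notch3. Without IRX2 replicate 2 it was 0.0121 for Atp2a2, 0.0375 for Ttn, 0.0313 for Tek, 0.0104 for Ptprc, 0.0354 for Laptm5, 0.0155 for Cspg4, 0.0226 for Notch3 and 0.0122 for Elavl3. Without IRX2 replicate 3 it was 0.0302 for Ttn, 0.0186 for Tek, 0.0159 for Laptm5 and 0.0105 for Elavl3.

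Inflammatory and stress lists did not pass either. Of 35 interferon response genes 0 rose and 0 fell by edgeR (0 and 0 adjusted over the list alone, camera adjusted p = 0.461), 9 had an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. Of the members 29 had a negative log2 fold change and 6 a positive one, with a median of -0.22 and a test direction downward. Bst2, the most abundant, stood at 0.28 and passed without a filter (adjusted p = 0.000535). Without GFP replicate 1 the camera adjusted p of the list was 0.0271. Of 26 cytokines and chemokines 3 rose, 2 fell and 21 did not pass (3 and 1 adjusted over the list alone, camera adjusted p = 0.786), with Cxcl14 (1.18) and Il34 (0.62) up and Il6 and Ptgs2 (-1.44), the inducible cyclooxygenase, down. Il34 was not called after the GC content correction (0.39, adjusted p = 0.0210). The median log2 fold change of these 26 members was -1.52, with 19 negative and 7 positive. Without GFP replicate 3, the library with the high Cxcl1, 8 rose and 4 fell. Complement genes had 1 of 11 higher (C2), 2 lower (Cp, -0.73, among them) and 8 not passing (1 and 2 adjusted over the list alone, camera adjusted p = 0.862), and 4 rose and 3 fell without GFP replicate 3. Of 23 genes of the unfolded protein and integrated stress response 4 rose, 2 fell and 17 did not pass (5 and 3 adjusted over the list alone, camera adjusted p = 0.423), with Sdf2l1 (0.81) and Chac1 (0.46) up and Ppp1r15a (-0.35) and Hspa5 (-0.28) down; Chac1 and Hspa5 were not called after the GC content correction (0.20 and -0.14, adjusted p of 0.0251 and 0.0821). For p53 targets 0 of 20 rose, 3 fell and 17 did not pass (0 and 2 adjusted over the list alone, camera adjusted p = 0.308), Eda2r (-0.55) and Gdf15 (-0.42) among them. Calls lost without 1 library had these adjusted p. Without GFP replicate 1 they were 0.010006 for Il34, 0.0152 for Gdf15 and 0.0183 for Hspa5, without GFP replicate 2 0.0134 for C2, 0.0106 for Ppp1r15a and 0.0241 for Hspa5, and without GFP replicate 3 0.0130 for Hspa5. Without IRX2 replicate 1 they were 0.0146 for Il34, 0.0154 for Gdf15, 0.0178 for Ppp1r15a and 0.0426 for Hspa5, without IRX2 replicate 2 0.0140 for Il34, 0.0177 for Ppp1r15a and 0.0350 for Hspa5, and without IRX2 replicate 3 0.0106 for C2 and 0.0122 for Gdf15.

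Growth and metabolic lists moved little as wholes. Of 34 cell cycle genes 11 rose, 7 fell and 16 did not pass (12 and 8 adjusted over the list alone, camera adjusted p = 0.171), with cyclin E1 (Ccne1, 0.69) and Aurkb (0.67) up and the replication genes Mcm6 (-0.99) and Pcna (-0.43) down. Cholesterol synthesis had 3 of 23 higher, 0 lower and 20 not passing (1 and 0 adjusted over the list alone, camera adjusted p = 0.531), Lss (0.57) and Dhcr7 (0.64) among them; Dhcr7 was not called after the GC content correction, at a similar log2 fold change (0.57, adjusted p = 0.0120). Of 24 glycolysis and hypoxia genes 1 rose (Vegfa, 0.35), 2 fell (Pgk1, -0.34, and Adm, -0.49) and 21 did not pass (1 and 2 adjusted over the list alone, camera adjusted p = 0.786). The angiotensin pathway had 0 of 11 higher, 1 lower (the endothelin receptor gene Ednrb, -1.60) and 10 not passing (0 and 1 adjusted over the list alone, camera adjusted p = 0.294). Ribosomal protein genes fell slightly as a list: of 78, 1 rose, 15 fell and 62 did not pass (1 and 14 adjusted over the list alone), with a median of -0.18, a camera adjusted p of 4.39e-05 and an adjusted p of 0.634 with an estimated correlation. Rpl34 (-0.35) and Rpl22l1 (-0.42) fell and Rpl13a (0.31) rose, of which Rpl22l1 and Rpl13a were not called after the GC content correction (-0.26 and 0.21, adjusted p of 0.0121 and 0.0349). Of 23 mitochondrially encoded genes 0 rose, 4 fell and 19 did not pass (0 and 4 adjusted over the list alone, camera adjusted p = 0.137), and without IRX2 replicate 3 the camera adjusted p was 0.000947. The GC content correction gave 1 higher and 2 lower, and the median went from -0.17 to 0.05. The rRNA gene mt-Rnr1 was at -0.56, and mt-Nd5 at -0.41, the latter not called after the GC content correction (-0.18, adjusted p = 0.0278). Here too calls were lost without 1 library. Without GFP replicate 1 the adjusted p was 0.0248 for Dhcr7 and 0.0158 for Vegfa, without GFP replicate 2 0.0132 for Vegfa and 0.0209 for Rpl13a, and without GFP replicate 3 0.0108 for Vegfa and 0.0175 for Rpl13a. Without IRX2 replicate 1 it was 0.0225 for Dhcr7, 0.0235 for Vegfa, 0.0115 for Pgk1, 0.0182 for Adm, 0.0174 for Rpl13a and 0.0115 for Rpl34. Without IRX2 replicate 2 it was 0.0240 for Vegfa, 0.0107 for Pgk1, 0.0229 for Adm, 0.0205 for Rpl13a, 0.0102 for Rpl34 and 0.010005 for Rpl22l1. Without IRX2 replicate 3 it was 0.0212 for Dhcr7, 0.0159 for Adm and 0.0138 for Rpl13a. Over the 32 lists, 5 passed by camera and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05, and fry, which compares a list with no other genes, passed 14.

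The changes followed the GC content of the transcripts. Across genes, which are not independent replicates, the log2 fold change correlated with GC content at a Spearman rho of 0.426, and within single libraries the deviation from the mean of all libraries did so at -0.320, -0.412 and -0.354 in the GFP and 0.502, 0.455 and 0.161 in the IRX2 libraries. Of 944 tested genes with less than 40% GC, 19 were higher and 220 lower, and of 735 with 60% or more, 321 were higher and 10 lower. Genes such as Egr1 and Col1a1, above, lost their call when each library's GC trend was removed, while Col3a1, Acta2, Postn and Wnt7b kept theirs. After that correction, chosen after the data were seen, 2159 genes were higher and 1888 lower; 1824 of the higher genes (73.3%) and 1431 of the lower genes (68.6%) were the same, and 0 had turned direction.

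**Figure D3:**
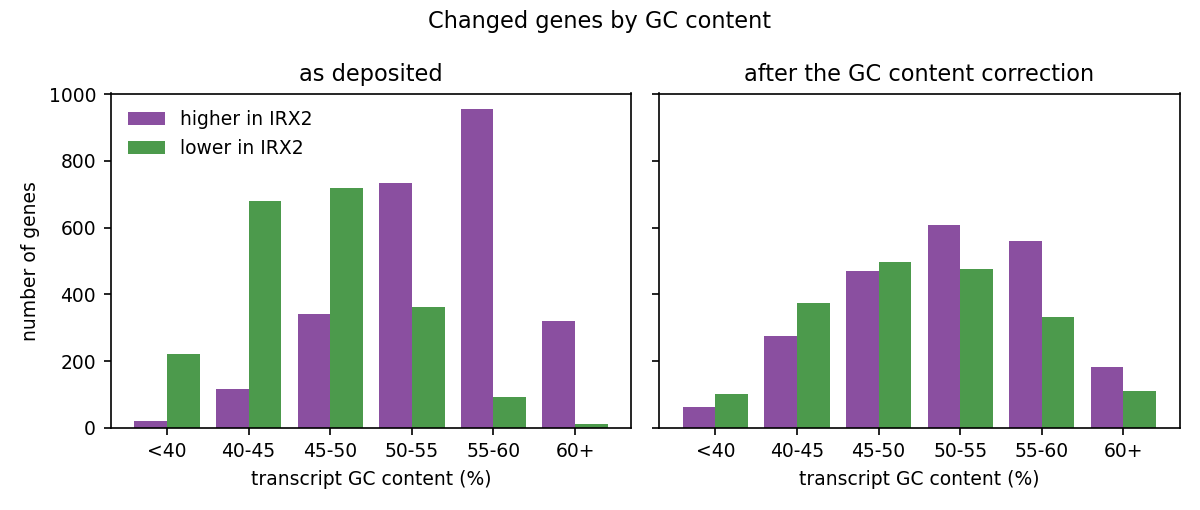
Number of genes higher (purple bars) and lower (green bars) in the libraries labelled IRX2 (y axis) by transcript GC content in percent (x axis), before (left) and after (right) removal of each library's trend with GC content. Before it, 321 genes with 60% GC or more were higher and 10 lower.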

Values the study reported

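The study reported 2431 genes higher and 2199 genes lower in CFs that overexpressed Irx2 than in control CFs under Ang II, at a fold change above 1.1 and an adjusted p below 0.01.
It found 70 of the higher genes among those with IRX2 bound at their promoter in human CFs given an IRX2 adenovirus and Ang II. It kept 10 of the 70 as candidates, Egr1 included. For Egr1 the study also reported promoter reporter assays with mutated sites and IRX2 binding in mouse CFs. Under Ang II it further reported lower Egr1 in CFs of mice with Irx2 deleted in fibroblasts, and higher Egr1 in CFs of mice overexpressing Irx2.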

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

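The thinned and GC content alternatives were chosen after the data were seen, the others before. The 2487 higher genes numbered 1227 to 3698 over all alternatives and 1676 to 2497 with 1 library left out, and the 2085 lower genes 505 to 3344 and 1275 to 2251. The lower genes fell to 1357 with no composition factor, a choice that shifts the median of all genes to 0.11. They fell to 1305 without IRX2 replicate 1 and to 1275 without IRX2 replicate 2. With as many libraries, 1971 were lower without IRX2 replicate 3 and 2251 without GFP replicate 3. The number of libraries alone therefore does not set these counts. An adjusted p under 0.05 with no fold minimum gave 3698 and 3344, and glmTreat at 1.5-fold 1227 and 505, by their construction. DESeq2 gave 2483 and 2232 and thinning 2224 and 1908. Whether the library numbers pair the groups is open. Deviations from the group means correlated at 0.196, -0.0557 and 0.165 between GFP and IRX2 libraries of the same number, 1 to 3. Between libraries of unlike number they correlated at -0.221 to 0.0994. As a replicate block the library numbers gave 2329 and 2061. Of 125 named genes 0 reversed a call, while Irx3 and Irx5, called in no alternative, changed sign in some, to -0.36 and -0.18 after the GC content correction. With size factors by RLE 0 lost their call, with no composition factor 12, after the GC content correction 16 and without IRX2 replicate 2 26.

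Irx2 passed without a filter (1.11), and its log2 fold change ran from 0.246 to 1.251 over all alternatives. It has no value with a minimum mean of 50 counts or with Irx2 left out. Egr1 lost its call on log2(FPKM + 1) (0.30) and log2(FPKM + 0.1) (0.32), after the GC content correction (0.075) and in the replicate block with it (0.076). Leaving out 1 library gave 0.24 to 0.37, with no call without GFP replicate 1 or 2 or any IRX2 replicate. Removal of the GC trend shrank the Egr1 difference itself (SE 0.08 before and 0.09 after), and for the other losses the cause was not tested.

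For lists the values are adjusted p. With an estimated correlation none of the 5 lists passed, and the cause was not tested, at 0.397 for PDGF and FGF genes and epithelial markers, 0.634 for Wnt and ribosomal protein genes and 0.320 for the IRX2-bound candidates. PDGF and FGF genes also missed it with no composition factor (0.0865), upper quartile factors (0.0516), a minimum mean of 50 counts (0.140) and thinning (0.0523). Other lists passed only in an alternative, and the cause was not tested. Without a filter these were matrix glycoproteins (0.0230), the cell cycle (0.0230), immediate early genes (0.0458) and EGR1 targets (0.0352). After the GC content correction they were matrix glycoproteins (0.0313), TGF-beta genes (0.0354) and leukocyte markers (0.0233). In the replicate block they were matrix glycoproteins (0.0462), and with block and GC content together matrix glycoproteins (0.00910), contractile genes, the cell cycle and p53 targets (0.0416 each), TGF-beta genes (0.0224) and leukocyte markers (0.0112). With fry they were matrix glycoproteins (0.0444), proteases (0.00485), immediate early genes and the unfolded protein response (0.0103 each), EGR1 targets, the angiotensin pathway and pericyte markers (0.0276 each), cardiomyocyte markers (0.0211) and Schwann cell markers (0.0355).

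With 1 library left out, matrix glycoproteins ran from 0.0240 (without GFP replicate 3) to 0.196, contractile genes from 0.0240 (without GFP replicate 3) to 0.363, interferon genes from 0.0271 (without GFP replicate 1) to 0.933 and mitochondrially encoded genes from 0.000947 (without IRX2 replicate 3) to 0.298. Over all alternatives the lowest were 6.93e-05 for PDGF and FGF genes, 2.77e-06 for Wnt genes, 1.41e-08 for the IRX2-bound candidates and for ribosomal protein genes, and 4.27e-08 for epithelial markers. Each list named here reached at least 0.320 in some alternative. At this depth and with 3 libraries per group, 31.2% of simulated 1.5-fold changes were recovered.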

Other observations

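The lists of NRF2 targets and heat shock genes, the genes named from them and from the mesothelial markers, their tests, and the tests of mesothelial cells and of a vector transcript were chosen after the results were seen, as were the GC content correction and the thinning. Genes that NRF2, the transcription factor of the antioxidant response, is known to drive were lower in the libraries labelled IRX2. Of 26 measured, 22 fell and 1 rose (G6pdx, which shares 13.6% of its exonic bases with another expressed gene). Slc7a11 fell by 3.53 on the log2 scale, Gsta3 by 2.81, Nqo1 by 2.02 and Gclm by 1.79, and heme oxygenase (Hmox1) went from 1107 ± 147 to 306 ± 8.66 CPM (SD, n = 3 each). The list median of -0.96 lay below the medians of random lists matched on GC content and abundance, 95% of which lay from -0.20 to 0.05, at a percentile of 0. As the list was written after falls of its members were seen, that percentile does not test a list-wide fall beyond genes of like GC content and abundance, and only the values of the members stand. After the GC content correction 23 fell, and without GFP replicate 3 22 fell.

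Chaperones of the heat shock response were lower too. Hspa1a went from 149 ± 39.3 to 5.09 ± 0.594 CPM (SD, n = 3 each) and its near-identical neighbour Hspa1b fell by 4.36 on the log2 scale, and reads shared between this pair make their single values uncertain. Of 24 heat shock genes 19 fell and 1 rose (Hspa2), with a median of -0.57. Its percentile of 0 among matched random lists decides nothing for the same reason. After the GC content correction and without GFP replicate 3, 19 fell as well. Whether the IRX2 or the GFP cultures moved is open, since no uninfected culture was analysed here, and no explanation was tested.

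The first pattern weighed is the 4572 changed genes. The 10 splits of the 6 libraries are too few for a share under 0.05. The real split gave 4572 genes and the highest other 0, so 1 of 10 was as large. Greater depth of the IRX2 libraries is argued against, since 87.9% of the changed genes kept their call and direction after thinning to equal depth, and a GC content bias as the whole cause is argued against by the 71.2% that kept theirs after its correction. A GC content bias as a part of the cause, for genes such as Egr1, Col1a1 and Irx1, stays open, since the correction also removes biology that follows GC content, and so does the effect of IRX2 itself.

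The next pattern is the rise of epithelial and mesothelial markers and Wnt genes. Genomic DNA is argued against by the olfactory and vomeronasal receptor families, silent in fibroblasts, whose total CPM in the IRX2 libraries was 0.884 of that in the GFP libraries, and a GC content bias as the whole cause by the 100% of risen members that kept their call after the correction. A larger share of mesothelial cells predicts like rises of their markers, but the upper 95% limits of Msln (0.21) and Lrrn4 (-0.46) lay below the lower limit of Upk3b (0.72). That test replaced an earlier count over Msln, Upk3b, Wt1 and 3 keratins whose outcome was mixed, and Upk3b (0.93), Upk1b (0.82), Krt19 (2.42), Krt7 (1.88), Krt18 (4.20) and Wt1 (2.14) did rise. As the test was chosen after its values were seen, it does not decide on a larger share of mesothelial cells, which stays open. A change of expression within mesothelial cells or within CFs stays open too, and neither was tested.

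The last pattern is the low Irx2 count in libraries meant to carry an Irx2 vector. Mean Irx2 was 2.10-fold higher in the IRX2 libraries, and 64.3% of genes matched on GC content and abundance rose less than Irx2, so its rise lay within that of like genes. A vector transcript that the gene annotation does not count cannot be told apart from an absence of overexpression, because vector sequences were not analysed here. The study shows a western blot of IRX2 protein in mouse CFs infected with an Irx2 adenovirus and describes such CFs as overexpressing it, a measure that runs with the group label, and protein in these cultures was not analysed here.

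In all 6 libraries Xist had between 9728 and 12877 counts, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0, where up to 3 counts are allowed. The labels give no sex, but these values argue against male cells as the source of these libraries. The study states that its animal experiments used male mice, and that cells of both sexes were used among its primary cells.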
